A study of Mus musculus with 10 samples.

How the data were processed

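RNA was sequenced from tumour-associated macrophages sorted from mouse mammary tumours, with 5 samples from mice given vehicle and 5 from mice given JHU083. Per the labels' protocols, polyadenylated RNA was isolated with oligo d(T) beads, fragmented, randomly primed and made into paired-end Illumina libraries. The aligner, the program that counted the fragments, the genome build and the gene annotation are not stated.

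Each of the 10 tables lists 46957 loci with a gene symbol, a locus identifier and 2 values. Per the file headers the authors deposited a column named as raw counts, but its values are not whole numbers, so they were named expected counts. In each sample nearly all of its values are whole multiples of a sample-specific step, which lies between 0.888 and 1.17. Dividing by the step gave whole numbers for 97.4% to 99.5% of positive values, and for at least 99.8% of low values. The deposited expected counts therefore appear to be fragment counts multiplied by a scaling factor per sample, which is an inference from the values. The division by the step was taken to recover the fragment counts, which were rounded to whole numbers. The other column is headed as normalized; from the values, the authors deposited FPKM there, since the ratio of scaled count to length and FPKM implies nearly the same library total in every sample. The FPKM values were used for this check and not for any comparison.

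The tables write some punctuation in symbols in an encoded form, which was decoded. Of the loci, 1060 list more than 1 symbol and hold 12.7% of the fragments, so a value for such a locus covers all of its genes. Positions, gene types, lengths and GC content were taken from GENCODE M21 (GRCm38) by symbol, and 45454 loci matched. This is not necessarily the annotation the authors used, and the positions describe the gene of that name in GENCODE M21.

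Samples were grouped by the treatment their labels give. Loci were filtered with filterByExpr, libraries were normalised with TMM, and JHU083 was compared with vehicle by the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with no covariate and with Benjamini-Hochberg adjustment at 0.05. All adjusted p-values for single genes come from this test unless another is named. The standard error of a log2 fold change is its absolute value divided by the square root of F. CPM values of single genes in the comparison use the TMM-scaled library sizes, and log2 CPM has a prior count of 2. The summed CPM of eosinophil genes and the smallest level a depth can show use unscaled library totals, and the CPM of Lars2 uses totals without the loci listed at 0. On simulated counts for 12501 loci with 200 genes changed by 1 on the log2 scale, the edgeR test recovered 85.5% of the changed genes with 5.5% false calls, and it made 0 calls (596 loci at an unadjusted p under 0.05) when no gene was changed. DESeq2 on the same simulated counts recovered 87.5% with 11.6% false calls. The simulated loci were independent, with no GC content or length bias between samples and far fewer changes than were called here. These rates therefore need not hold for the real counts.

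The share of variance between treatments is the share of the total squared distance between samples, over the 1000 most variable loci, that lies between the group means. It was tested by an exact permutation over the 126 splits of 10 samples into 5 and 5. Scores were computed for 10 gene sets as the mean over a set's genes of log2 CPM minus the gene's mean. The difference in mean score was tested by an exact two-sided permutation test over all labelled splits, with Benjamini-Hochberg adjustment over the 10 sets. The smallest p-value either exact test can give is 0.0079. On simulated values, all 10 shifted sets passed and 5.8% of unshifted sets passed at an unadjusted 0.05. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

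The genes named in the text follow a rule fixed before the data were examined. They are the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05, an average log2 CPM of at least 2 and complete separation of the groups, plus a fixed panel of genes and the sorting markers. A gene of the panel is not reported here. The gene sets, the tests and most alternatives were also fixed before the data were examined. Those alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1) with and without sample quality weights, other normalizations and filters, camera for gene sets, genewise z scores, leaving out each sample in turn, and the replicate number as a block. Alternatives chosen after seeing the data were the deposited scaled values rounded, leaving out loci listed at 0, loci listing 1 symbol, the status at the loci listed at 0 as a covariate, and a correction for GC content and length. That correction removed a smooth curve (mgcv 1.9.3) of each sample's log2 CPM deviations, fitted on the 12439 tested loci (99.5%) that had both properties.

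The labels number the samples 1 to 5 in both groups. This is where the pairing in the fits with a replicate block comes from; the labels do not say that mice were paired.

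Recovered totals ranged from 11147870 to 15740700 fragments per sample. A locus with 3 fragments corresponds to between 0.191 and 0.269 CPM, which is the smallest level these depths can show. Without molecular identifiers, fragments are not independent molecules, so this floor covers counting error only. Counts of the 20 pairs of replicates differed by 5.8 to 105.34 chi-square units per degree of freedom, so no pair agreed within sampling noise and each sample was counted once. These counts include Rn18s-rs5 and Gm42418, the loci listed at 0 in 5 samples. Pairs alike in that status differed by 5.8 to 32.47 and the other pairs by 44.41 to 105.34, so the upper end goes with that status.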

Results

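Tumour-associated macrophages were profiled by RNA sequencing after in vivo treatment with a glutamine antagonist. 4T1 cells, a mouse mammary carcinoma line, were grown in the mammary fat pad of BALB/cJ mice. JHU083 is a prodrug of 6-diazo-5-oxo-L-norleucine, a glutamine analogue that blocks glutamine-using enzymes. It was given at 1 mg/kg from day 7 to day 13, control mice received PBS vehicle, and tumours were harvested on day 14. Live CD45-positive cells carrying CD11b and the macrophage antigen encoded by Adgre1, and lacking CD8, Ly6C and Ly6G, were sorted. Each group had 5 samples, and the comparison asks how the treatment changes gene expression in these cells.

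The vehicle libraries held 12744918 ± 1254060 fragments (SD, n = 5) and the JHU083 libraries 14617560 ± 778228 (SD, n = 5). This difference of 1872642 fragments was larger than expected from the spread between samples (exact two-sided permutation test, p = 0.0238). The number of loci with at least 1 fragment did not differ (18029 ± 234 in vehicle and 18185 ± 498 in JHU083, SD, n = 5, exact permutation p = 0.5317). Mitochondrial transcripts made up 1.79 ± 0.20% of fragments in vehicle and 2.31 ± 0.14% in JHU083 (SD, n = 5, exact permutation p = 0.0079). Two-sided exact tests of 5 against 5 samples cannot give a smaller value than this last one.

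The sorting markers were examined first. Ptprc, which encodes CD45, had 464 ± 64.5 CPM in vehicle and 573 ± 107 CPM in JHU083 (SD, n = 5, edgeR adjusted p = 0.0816). Itgam, which encodes CD11b and whose locus lists a further symbol, had 687 ± 46.1 and 702 ± 50.5 CPM (SD, n = 5, adjusted p = 0.774). Adgre1, the macrophage antigen used in the sort, rose from 595 ± 39.3 to 922 ± 39.3 CPM (SD, n = 5), a log2 fold change of 0.63 ± 0.07 (SE, adjusted p = 2.18e-05). Cd8a, Ly6c2 and Ly6g were too low to be tested, with at most 6, 13 and 2 fragments in any sample. Ly6c1 was low in both groups and fell from 1.93 ± 0.44 to 0.33 ± 0.14 CPM (SD, n = 5), a log2 fold change of -2.54 ± 0.33 (SE, adjusted p = 6.88e-05). Ly6c1 belongs to a family of similar genes, so fragments could be split between its members.

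The treatments accounted for 52.1% of the variance between samples over the 1000 most variable loci, the highest share of the 126 splits (exact permutation p = 0.0079). The replicate block gave 61.9%, a share of the variance left after subtracting the means of same-numbered samples, so it cannot be set beside 52.1%. Only 16 splits are possible there, so the exact permutation p of 0.0625 is the smallest that design allows. Among the alternatives on the scale of 52.1%, leaving out Rn18s-rs5 and Gm42418, listed at 0 in 5 samples, moved it most, to 60.7%. Same-numbered samples did not deviate together. The mean correlation of their deviations from the group means was -0.19, with 0.05 for samples with different numbers. Deviations sum to 0 in each group, so the second value is not an independent reference. An exact one-sided permutation over the 120 possible pairings gave p = 0.958, so the numbers do not appear to pair the samples. PC1 held 56.3% of the variance and separated the groups completely. PC2 held 20.3% and did not. PC2 instead separated the 5 samples in which Rn18s-rs5 and Gm42418 were listed at 0 (-20.86 to -4.67) from the others (7.00 to 17.35). With these loci left out, PC1 held 66.1% and PC2 12.6%, and these samples overlapped with the others on PC2.

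**Figure D1:**
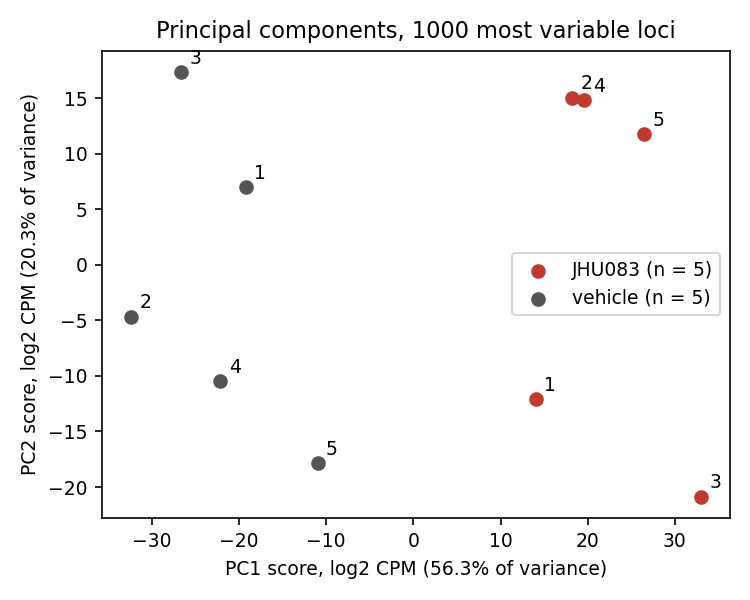
Scores of the 10 samples on PC1 (56.3% of variance) and PC2 (20.3% of variance) of log2 CPM over the 1000 most variable loci, with replicate numbers beside the points. All 5 JHU083 samples lie at 14.07 or higher on PC1 and all 5 vehicle samples at -10.98 or lower, and the groups overlap on PC2, which follows the loci listed at 0 in 5 samples.

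Of 12501 loci tested, 2296 were higher and 2293 were lower in JHU083 at an adjusted p under 0.05, or 36.7% of the loci. The median absolute log2 fold change of these loci was 0.52. The changes of at least 1 on the log2 scale were fewer among increases (265) than among decreases (605). All 5 samples of one group lay above all 5 of the other for 1340 of the higher loci and 1349 of the lower loci. With the replicate number as a block, 1612 loci were higher and 1757 lower; the correlation of same-numbered samples was -0.19, as given above. The alternative that moved the counts most was scaling to library size only, with 1564 higher and 3141 lower.

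**Figure D2:**
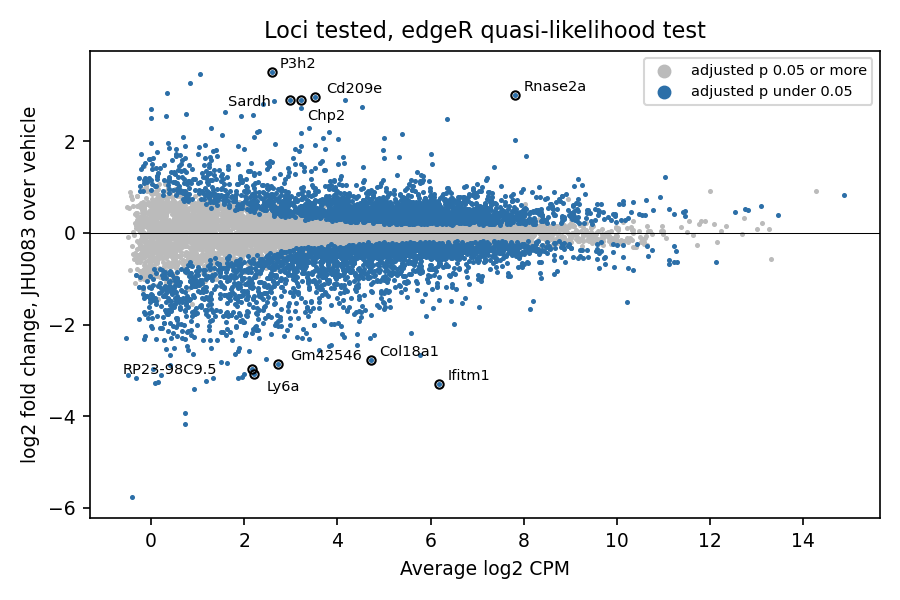
Log2 fold change of JHU083 over vehicle against average log2 CPM for the 12501 loci tested, with loci at an adjusted p under 0.05 in blue and the others in grey. The circled genes are the 5 largest increases and the 5 largest decreases with an average log2 CPM of at least 2 and complete separation of the groups, from P3h2 at 3.51 to Ifitm1 at -3.30.

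Among genes that met the naming rule, P3h2 showed the largest increase. P3h2 (XLOC_014502, protein coding, chromosome 16, 25959288 to 26105784, GRCm38) rose from 0.92 ± 0.34 to 10.7 ± 2.08 CPM (SD, n = 5), a log2 fold change of 3.51 ± 0.23 (SE, adjusted p = 4.93e-07). Rnase2a (XLOC_012105, chromosome 14, 51255262 to 51256112) rose from 49.8 ± 19.7 to 403 ± 164 CPM (SD, n = 5), a log2 fold change of 3.02 ± 0.35 (SE, adjusted p = 2.54e-05). Rnase2a belongs to a family of near-identical ribonuclease genes, so its own share of these fragments is uncertain. Cd209e (XLOC_039545, chromosome 8, 3847965 to 3854309), Chp2 (XLOC_035572, chromosome 7, 122219496 to 122222824) and Sardh (XLOC_020527, chromosome 2, 27188393 to 27248337) had log2 fold changes of 2.96, 2.91 and 2.91. Their edgeR adjusted p-values were 0.000102, 3.02e-06 and 4.52e-07. Cd209e is likewise one of several similar genes.

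Among genes that met the naming rule, including its average log2 CPM of at least 2, Ifitm1 showed the largest decrease; some genes of lower expression fell further. Ifitm1 (XLOC_035817, protein coding, chromosome 7, 140967221 to 140969825, GRCm38) fell from 132 ± 27.5 to 13.4 ± 4.46 CPM (SD, n = 5), a log2 fold change of -3.30 ± 0.21 (SE, adjusted p = 4.52e-07). Ly6a (XLOC_013359, chromosome 15, 74994877 to 74998031) fell from 8.16 ± 1.56 to 0.96 ± 0.46 CPM (SD, n = 5), a log2 fold change of -3.09 ± 0.26 (SE, adjusted p = 3.02e-06). RP23-98C9.5 (XLOC_040360, with no position assigned here), Gm42546 (XLOC_028764, chromosome 5, 117299889 to 117302480) and Col18a1 (XLOC_004478, chromosome 10, 77052178 to 77166548) had log2 fold changes of -2.98, -2.87 and -2.77. Their edgeR adjusted p-values were 2.41e-06, 7.53e-07 and 1.07e-05. Col18a1 followed the tumour epithelial score, the mean centred log2 CPM of a list of such genes, within groups (r = 0.84 across the 10 samples after subtracting group means). Ifitm1, Ly6a, RP23-98C9.5 and Gm42546 had lower r, at -0.41, 0.24, 0.49 and 0.65.

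The fixed panel covered macrophage activation, antigen presentation and glutamine metabolism. Glul, the glutamine synthetase gene, whose locus also lists Mir8114, rose from 213 ± 17.6 to 429 ± 42.6 CPM (SD, n = 5), a log2 fold change of 1.01 ± 0.09 (SE, adjusted p = 2.79e-06). Nos2 fell from 36.7 ± 5.25 to 11.4 ± 2.75 CPM (SD, n = 5), a log2 fold change of -1.68 ± 0.16 (SE, adjusted p = 6.34e-06). Cd86 rose by 0.69 ± 0.11 on the log2 scale (SE, adjusted p = 0.000438) and Mrc1 by 0.78 ± 0.20 (SE, adjusted p = 0.00754), with the Mrc1 values of the groups overlapping. Tnf was higher in JHU083 by a small amount (0.33 ± 0.11, SE, adjusted p = 0.0264). It was not past the threshold with library-size scaling, at 0.25, and leaving out 1 sample at a time it lost its call in 5 of 10 fits. The differences in Il1b (-0.07, adjusted p = 0.741), Arg1 (0.27, adjusted p = 0.22), H2-K1 (-0.21, adjusted p = 0.0946), H2-Ab1 (-0.14, adjusted p = 0.271), Asns (0.27, adjusted p = 0.134) and Vegfa (-0.02, adjusted p = 0.937) did not exceed the spread between samples by the edgeR test. H2-K1 shares sequence with other class I genes, so its counts are uncertain.

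**Figure D3:**
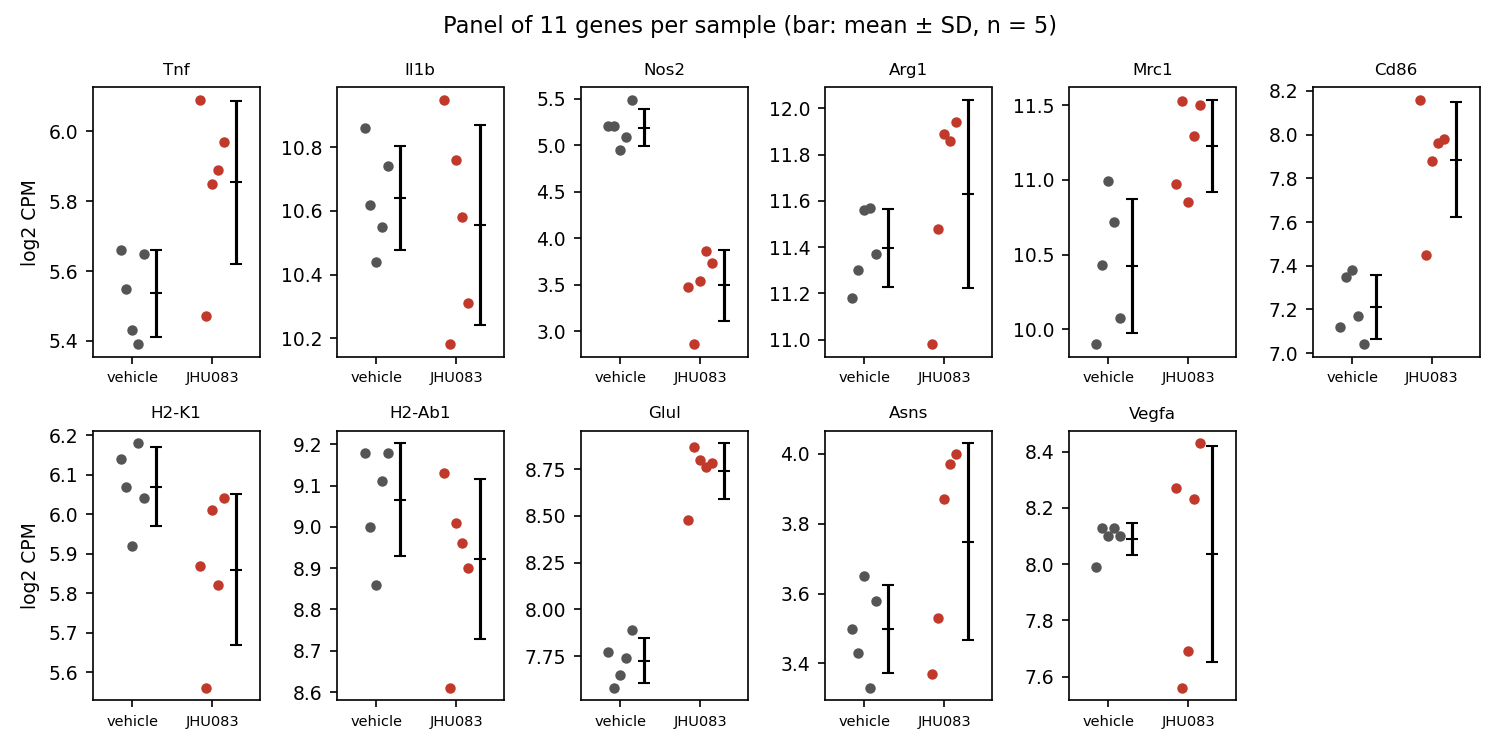
Log2 CPM of 11 panel genes in each sample, as points for vehicle (grey) and JHU083 (red), with the mean and SD of 5 samples beside each group. The vertical axes differ between genes and do not start at 0, and the groups separate completely for Nos2, Cd86 and Glul.

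The 10 gene sets were compared as mean scores. Cell cycle genes fell by 1.09 on the log2 scale (exact permutation p = 0.0079, adjusted p = 0.0158), with 23 of 25 genes lower at an edgeR adjusted p under 0.05. Interferon response genes fell by 0.55, glycolysis and hypoxia genes by 0.50 and MHC class I presentation genes by 0.40, and lysosome genes rose by 0.21. Each of these 5 sets separated the groups completely and had the same exact permutation p = 0.0079 and adjusted p = 0.0158. Glutamine-using enzymes fell by 0.15 (exact permutation p = 0.0159, adjusted p = 0.0265), with 4 of 5 JHU083 samples below every vehicle sample. Of their 17 genes 9 fell and 8 rose, with 7 and 3 of these at an edgeR adjusted p under 0.05. The call was lost with genewise z scores and with the gene set test camera (limma adjusted p = 0.281). Alternative activation genes rose by 0.38 (exact permutation p = 0.0317, adjusted p = 0.0453), with 4 of 5 JHU083 samples above every vehicle sample. This call was lost with library-size scaling, at 0.30, and with camera, a competitive gene set test (limma adjusted p = 0.281), and in 6 of the 10 fits that each left out one sample. The differences for amino acid stress response (-0.16, exact permutation p = 0.0476, adjusted p = 0.0595), MHC class II presentation (-0.10, exact permutation p = 0.1825, adjusted p = 0.2028) and inflammatory activation (-0.13, exact permutation p = 0.4206, adjusted p = 0.4206) did not pass the adjusted threshold.

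**Figure D4:**
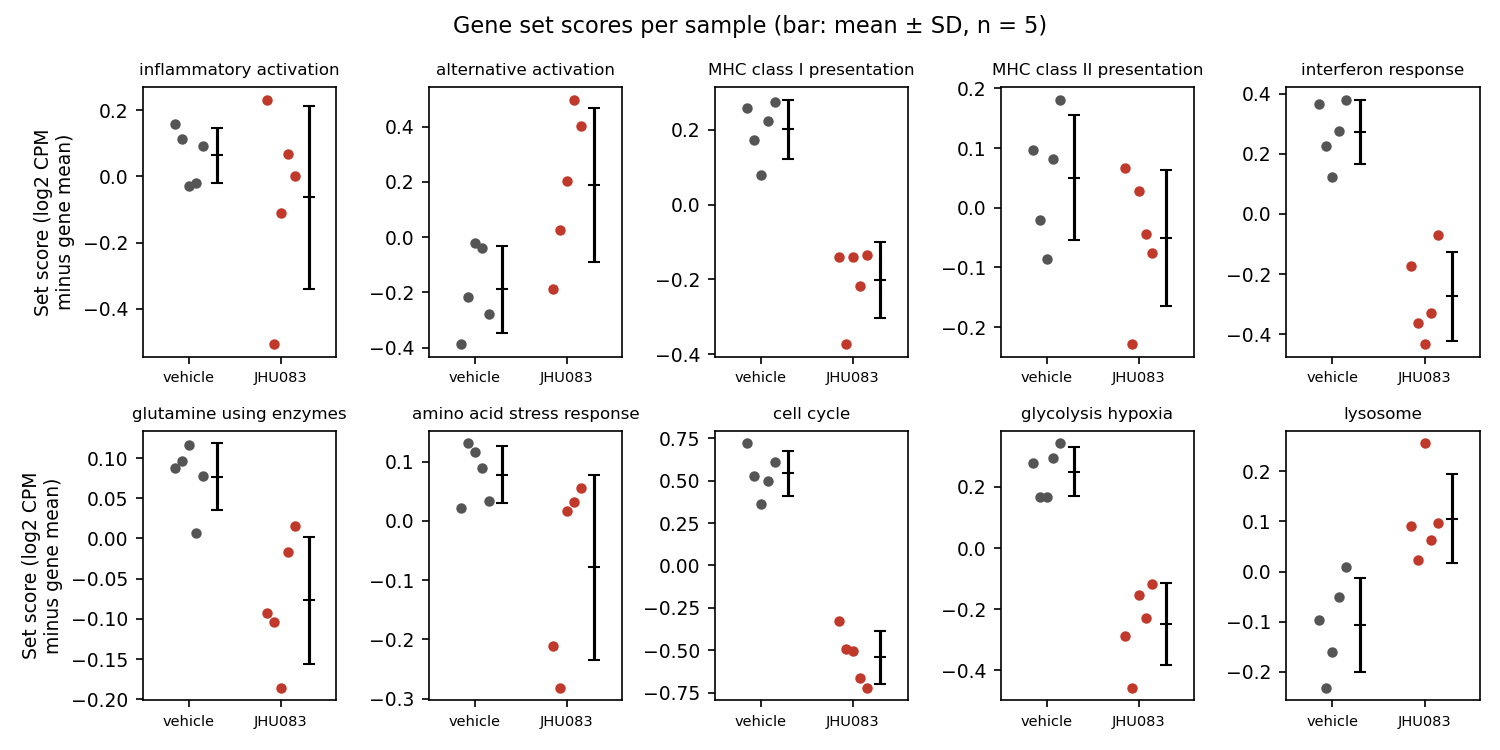
Scores of the 10 gene sets in each sample (mean log2 CPM of the set's genes minus each gene's mean), as points for vehicle (grey) and JHU083 (red), with the mean and SD of 5 samples. The vertical axes differ between sets, and the groups separate completely for MHC class I presentation, interferon response, cell cycle, glycolysis and hypoxia, and lysosome.

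The samples differed in a way the groups do not explain. Rn18s-rs5 and Gm42418 were listed at 0 in 3 vehicle and 2 JHU083 samples and took 2.9% to 5.6% of the fragments in each of the others. The treatment difference was recomputed within each of these sets of samples, without these loci. Among the samples at 0, 532 loci were higher and 586 lower, and among the others 1274 were higher and 1545 lower. Of the 1110 loci called in the samples at 0 and tested in both, 1104 had the same direction in the other samples, and of the 2781 called in the other samples, 2742 had the same direction in the samples at 0. Across all 12556 loci tested in both, the log2 fold changes had r = 0.80; genes are not independent replicates. The cell cycle difference was -0.96 in the samples at 0 and -1.17 in the others, and the alternative activation difference was 0.19 and 0.51.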

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

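In this part, all tests were chosen only after the results were seen, and the correction for GC content and length was itself chosen after the data were examined. Of 76 groups of 5 values examined, 3 had a sample far from the others, and about 3.8 would be expected by chance, so these need no cause beyond chance. JHU083 replicate 1 had the lowest Rnase2a level of its group, at 7.00 log2 CPM against 8.67 to 9.13 in the other 4 samples, and the lowest Glul level, at 8.48 against 8.76 to 8.87. A mislabelled sample would lie near the vehicle mean. On the axis from the mean of the vehicle samples (0) to the mean of the other JHU083 samples (1), it lay at 0.73, nearer its own group, although this was the lowest position among the JHU083 samples. Its depth of 14853783 fragments was within the range of the others, 13638383 to 15740700. After the correction for GC content and length, the gap for Rnase2a was 0.73 of the range of the group, still above the critical value of 0.71, while that for Glul was 0.64, below it. A weaker response to treatment in this sample is an untested explanation of the position beside chance. Fragments shared among Rnase2a relatives were also not tested.

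Vehicle replicate 1 had the lowest Vegfa level of its group, at 7.99 log2 CPM against 8.10 to 8.13 in the others. The gap was small on the log2 scale and stands out because the other 4 samples lie close together. It was 0.76 of the range before the correction for GC content and length and 0.75 after, so the correction hardly moved it and says little about its source. This library was also the deepest of its group, at 14575933 fragments against 11147870 to 13014395, so a difference in depth cannot be excluded. No biological explanation was tested.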

How the results depend on the processing

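The counts of higher and lower genes stayed within 1.5 times of the reported values under every alternative tried. Across the 10 fits that each left out one sample, from 1821 to 2899 genes were higher and from 1900 to 2930 lower. Both maxima came from leaving out JHU083 replicate 3, the sample with the lowest quality weight (0.29).

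With the replicate block, the share of variance was 61.9%, taken after subtracting the means of same-numbered samples. All 7 gene sets that passed lost their call. Their differences were those reported: 0.377 for alternative activation, -0.404 for MHC class I presentation, -0.548 for interferon response, -0.154 for glutamine-using enzymes, -1.086 for cell cycle, -0.499 for glycolysis and hypoxia and 0.211 for lysosome. The paired designs cannot give an exact p under 0.0625, so this shows a limit of the design; the correlation of same-numbered samples was -0.19 and gave no reason to pair.

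Differences with genewise z scores are in units of each gene's SD and not on the log2 scale, so their sizes cannot be set beside the others. Alternative activation was the least stable set. It was no longer past the threshold with genewise z scores (0.378), library-size scaling (0.296) and camera (adjusted p = 0.281), and in 6 of the 10 fits that each left out one sample, where it ranged from 0.30 to 0.47. Glutamine-using enzymes lost their call with z scores (-0.286) and camera (adjusted p = 0.281), and lysosome with z scores (0.833). With library-size scaling, MHC class II presentation (-0.181) and amino acid stress response (-0.236) passed. Amino acid stress response changed sign with z scores (0.007) and ranged from -0.186 to -0.104 with one sample left out, passing in 1 of these fits (without JHU083 replicate 5, adjusted p = 0.034 by the exact permutation test). MHC class II presentation changed sign after the correction for GC content and length (0.031). Library-size scaling lowered every set difference by a similar amount, for example from -1.086 to -1.166 for cell cycle and from 0.211 to 0.131 for lysosome. The changes of call with this scaling therefore went with a shift common to all sets. The cause of the other changes was not tested. Cell cycle, interferon response, glycolysis and hypoxia and MHC class I presentation kept their direction and call under every alternative but the replicate block.

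Among named genes, direction changed only for differences that did not pass the threshold. Il1b ranged from -0.18 to 0.02 with one sample left out, and Itgam was -0.05 with library-size scaling. H2-Ab1 was 0.09 after the correction for GC content and length, with and without the replicate block. Vegfa was 0.06 with sample quality weights, 0.05 after the correction and 0.01 with the block added, and ranged from -0.12 to 0.09 with one sample left out. Of 623 comparisons of named genes with their reported value, 6 lost the call, all of them for Tnf, 9 gained it and 9 changed sign. The gains were 4 for Ptprc, 3 for H2-K1, 1 for Arg1 and 1 for Asns. The correction for GC content and length went the other way for Ptprc (0.30 to 0.08) and H2-K1 (-0.21 to -0.07). Arg1 and Asns were both 0.29 after it, and none of these genes passed the threshold there. The 10 largest changes kept direction and call throughout. The alternatives for normalized values (another pseudocount and filter) were not run, since counts were recovered. At these depths genes under about 0.27 CPM cannot be compared.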

Other observations

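In this part, the tests on leaving out loci, on scaling, on a single gene, on handling, on Lars2 and on a mislabelled sample were chosen only after the result was seen, and the correction for GC content and length and the covariate were chosen after the data were examined.

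Of the 16 splits that part the 5 same-numbered pairs, 1 gave as many genes as the real split, namely the real one with 4589. With 16 splits the share cannot fall under 0.05, so this count alone cannot exclude grouping by chance. The 84 other splits drawn from the 126 possible part fewer pairs, and gave at most 0 genes (a median of 172.5 and at most 3992 at an unadjusted p under 0.05). Since the numbers do not appear to pair the samples (same-numbered r = -0.19; 3369 genes with the replicate block), the wider count also bears on this, and 1 of all 100 splits fitted, the real one, gave as many genes. Thinning every library to 11147870 fragments left 4413 genes, the correction for GC content and length gave 4932, leaving out the loci listed at 0 gave 4623, and the status at those loci as a covariate gave 4273. The lowest of these totals was 4273, against 4589 for the real split. Being totals, they do not show whether the same genes passed. After the correction for GC content and length 2786 were higher and 2146 lower, against 2296 and 2293 without it. The rank correlation of a sample's log2 CPM deviations with GC content was -0.04 to 0.31 in vehicle and -0.32 to 0.13 in JHU083. Apart from replicate 3 in each group, all vehicle samples were positive and all JHU083 samples negative.

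Exchanging the sides of both replicate 3 samples gave 3108 genes, while the median over the pair-parting splits other than the real one was 0 (527 at an unadjusted p under 0.05). After the correction for GC content and length the same split gave 917 genes, while the number at an unadjusted p under 0.05 went from 4854 to 3610, so a bias of this kind may explain part of it. This split places 4 of the 5 samples listed at 0 on one side and 4 of the 5 others on the other side. With the status at those loci as a covariate it gave 1699 genes (4141 at an unadjusted p under 0.05). The count therefore fell from 3108 but many genes still passed with that status in the model. These are totals, so they do not show whether the same genes passed. A mislabelled pair would lie near the opposite group, but JHU083 replicate 3 lay at 1.1 on the axis from vehicle (0) to JHU083 (1) and vehicle replicate 3 at 0.00. The real split gave more genes after the correction, 4932. What remains was not explained, and each side of this split still holds 4 of the 5 samples of one treatment.

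Genes of tumour epithelial cells, from a list written before the data were examined, differed by -1.84 on the log2 scale, JHU083 minus vehicle (exact permutation p = 0.0079, adjusted p = 0.029 over 11 lists of identity and contaminant genes), with all 5 JHU083 samples below all vehicle samples. The difference was -1.70 after the correction for GC content and length and -1.92 with library-size scaling, and all 11 genes used fell. Less tumour RNA in the sorted cells, whether from fewer tumour cells carried through the sort or less engulfed material, is a hypothesis that could explain this; the data cannot separate these sources. It also bears on the lower genes. After subtracting group means, 9.6% of the lower genes had r over 0.8 with this score, against 3.3% of the higher genes and 2.7% of those not past the threshold. Among genes lower by 1 or more on the log2 scale, the share was 30.5% and the median r 0.61. The median r of all lower genes was -0.27, against 0.25 for higher genes and -0.05 for those not past the threshold, so the lower genes as a whole did not follow this score. After the correction for GC content and length these medians were -0.31, -0.05 and -0.22. The median of the lower genes thus stayed negative, but its contrast with the other genes shrank. Some of the largest decreases, Col18a1 among them (r = 0.84), may still reflect tumour RNA, given the share of 30.5%. The other named decreases had lower r, from -0.41 for Ifitm1 to 0.65 for Gm42546. P3h2, which rose, had r = 0.70, so a high r within groups does not by itself mark tumour RNA.

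Cell cycle genes did not show this relation. Within groups their score had r = -0.34 with the tumour epithelial score (exact permutation p = 0.3483, adjusted p = 0.5224) and rho = -0.36 (exact permutation p = 0.3249, adjusted p = 0.4874) over 10 samples, and r = -0.34 without the 2 farthest samples. With 10 samples this cannot exclude a tumour source for the fall, and lower proliferation of the macrophages remains an untested alternative. The 3 relations of this kind that were computed were adjusted together.

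Rn18s-rs5 and Gm42418, at 0 in 5 samples and in a ratio of 4.85 to 5.00 in the others, are likely not estimated where listed at 0. Lars2, a locus known to collect ribosomal RNA fragments, had at least 9176 CPM in the samples at 0 and at most 8102 CPM in the others. A true absence of ribosomal RNA would have lowered it. The samples at 0 come from both groups, so no biological explanation was tested.

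Rnase2a rose with treatment, and eosinophils express genes of this family. The summed CPM of Prg2, Epx, Il5ra and Ccr3 was 3.58 ± 1.95 in vehicle and 4.58 ± 3.27 in JHU083 (SD, n = 5, exact permutation p = 0.6032), with overlapping ranges. The longer eosinophil list written before the data were examined, of which 4 genes were expressed, did rise, by 0.98 on the log2 scale (exact permutation p = 0.0159, adjusted p = 0.035), with 4 of 5 JHU083 samples above all vehicle samples; it contains relatives of Rnase2a. Eosinophil RNA is not supported as a source by the granule and receptor genes, and expression by the macrophages is a hypothesis, with fragments from relatives of Rnase2a not excluded.

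Immediate early genes were higher in JHU083 by 0.35 (exact permutation p = 0.0079, adjusted p = 0.0158), with 5 of 5 samples above all vehicle samples, while heat shock genes were not (-0.14, exact permutation p = 0.246). Handling of the cells could raise both. Within groups the scores had r = -0.19 (exact permutation p = 0.7215, adjusted p = 0.7215) and rho = -0.13 (exact permutation p = 0.764, adjusted p = 0.764) over 10 samples, and r = -0.08 without the 2 farthest. This gives no sign of a shared handling effect, but 10 samples cannot exclude one.

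Of the other contaminant lists, neutrophil genes differed by -0.69 (exact permutation p = 0.0238, adjusted p = 0.0436, lower than every vehicle sample in 4 of 5 JHU083 samples) and T cell genes by 0.45 (exact permutation p = 0.0476, adjusted p = 0.0748, which fails the adjusted threshold). Fibroblast (-0.48), dendritic cell (0.33) and B cell genes (-0.22) did not pass it either. Macrophage genes rose by 0.33 (exact permutation p = 0.0079, adjusted p = 0.029), with all 5 JHU083 samples above all vehicle samples. The mean score of the 3 markers selected for in the sort rose by 0.32 (exact permutation p = 0.0159, adjusted p = 0.035). Only Adgre1 among them passed the edgeR test, with a log2 fold change of 0.63. Ptprc was 0.30, or 0.08 after the correction for GC content and length, and Itgam 0.03. No explanation of these differences was tested.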
